# Acetylation of histones and non-histone proteins is not a mere consequence of ongoing transcription

**DOI:** 10.1038/s41467-024-49370-2

**Published:** 2024-06-11

**Authors:** Tim Liebner, Sinan Kilic, Jonas Walter, Hitoshi Aibara, Takeo Narita, Chunaram Choudhary

**Keywords:** Proteomics, Proteins

## Abstract

In all eukaryotes, acetylation of histone lysine residues correlates with transcription activation. Whether histone acetylation is a cause or consequence of transcription is debated. One model suggests that transcription promotes the recruitment and/or activation of acetyltransferases, and histone acetylation occurs as a consequence of ongoing transcription. However, the extent to which transcription shapes the global protein acetylation landscapes is not known. Here, we show that global protein acetylation remains virtually unaltered after acute transcription inhibition. Transcription inhibition ablates the co-transcriptionally occurring ubiquitylation of H2BK120 but does not reduce histone acetylation. The combined inhibition of transcription and CBP/p300 further demonstrates that acetyltransferases remain active and continue to acetylate histones independently of transcription. Together, these results show that histone acetylation is not a mere consequence of transcription; acetyltransferase recruitment and activation are uncoupled from the act of transcription, and histone and non-histone protein acetylation are sustained in the absence of ongoing transcription.

## Abstract (web summary)

Acetylation of histone lysine residues correlates with transcription activation, but it is currently debated whether histone acetylation is a cause or a consequence of transcription. Here, the authors show how global protein acetylation remains unaltered after acute inhibition of transcription, indicating that histone acetylation is not merely a consequence of transcription.

## Introduction

Acetylation of the ɛ-amino group of lysine (hereafter acetylation) is a major posttranslational modification (PTM) that was first discovered in histones^1^. Proteome-wide analyses reveal that acetylation is a frequently occurring PTM that targets thousands of sites in mammalian cells^2–5^. Protein acetylation is implicated in the regulation of diverse cellular processes^6–9^, but the function of acetylation is most extensively studied in the context of histones and gene regulation. Over the past six decades, tens of thousands of studies have investigated the link between histone acetylation and gene transcription^7,8,10–12^. Early studies showed that acetylation of histones is insensitive to transcription inhibition^13,14^, that an increase in histone acetylation coincides with signal-induced gene activation^15–17^, that the activity of acetyltransferases is required for gene activation and cell viability^18–21^, and that inhibition of the p300/CBP acetyltransferase activity by the viral protein E1 inhibits p300-dependent transcription in vivo^22^. These studies indicated a close connection between acetylation and transcription. However, in these historical analyses, the lack of knowledge about the site- and locus-specificity of acetylation and poor temporal resolution of genetic analyses made it difficult to discern whether histone acetylation occurred before or after transcription activation.

Enabled by the advances in next-generation sequencing technologies, site-resolved, genome-wide analyses showed that histone acetylation is prominently enriched in active promoters and enhancers and that the level of promoter acetylation correlates with the level of transcription^23–25^. Histone acetylation appears to precede gene activation^26,27^. Notably, acute inhibition of CBP/p300 acetyltransferase activity inhibits the transcription of hundreds of genes within minutes, and the transcription inhibition is rapidly reversed by subsequent inhibition of deacetylases^28^. The strong correlation between histone acetylation and transcription supports the model that histone acetylation precedes gene activation and may play a regulatory role in transcription^8,10–12,29^.

An alternative model posits that histone acetylation occurs as a consequence of ongoing transcription^30^. This model draws support from studies showing that active transcription promotes the recruitment and/or activation of acetyltransferases. For example, transcription-induced formation of R loops facilitates the binding of acetyltransferase TIP60^31^. Also, transcription promotes TIP60 recruitment through interaction with phosphorylated RNA polymerase II (RNAPII)^32^. The acetyltransferase CBP/p300 is activated by enhancer RNAs (eRNAs), which are very short-lived, implying a role of ongoing transcription in CBP/p300 activation^33^. Possibly the strongest and most direct evidence supporting this model comes from the recent work showing that acute inhibition of transcription causes a global loss in histone acetylation^34,35^. This has led to the suggestion that RNAPII activity directs the deposition and maintenance of histone modifications associated with active transcription and that histone acetylation reflects transcription activity rather than posing a locus for future activity or directly regulating gene transcription^36^. In this model, histone acetylation primarily occurs as a consequence of transcription, and ongoing transcription is required to sustain histone acetylation.

The model that ongoing transcription is required for the recruitment and/or activation of acetyltransferases and histone acetylation raises several fundamental questions. (1) Is transcription required for the acetylation of all histone sites or specific sites? (2) Does transcription specifically activate acetyltransferases for catalyzing histone acetylation? (3) What is the impact of transcription on the acetylation of non-histone proteins? The last question is pertinent because the same acetyltransferases, such as GCN5/PCAF and CBP/p300, can catalyze acetylation on histone and non-histone proteins^6,37–39^. Given the broad interest in acetylation and transcription, addressing these questions is crucial for delineating the intricate relationship between histone modifications and gene regulation.

Here we use quantitative mass spectrometry and three distinct small-molecule inhibitors of transcription to quantify the proteome-wide relationship between transcription and protein acetylation. We find that the global acetylation patterns remain unchanged by transcription inhibition. In transcriptionally inhibited cells, simultaneous inhibition of CBP/p300 strongly reduces the acetylation of the target histone sites, conclusively demonstrating that acetyltransferases remain active in the absence of ongoing transcription. Our results challenge the view that histone acetylation is mainly a consequence of ongoing transcription.

## Results

### Proteome-scale quantification of lysine acetylation

We used SILAC (stable isotope labeling by amino acids in cell culture)-based mass spectrometry to quantify changes in lysine acetylation after acute transcription inhibition. SILAC-labeled mouse embryonic stem cells (mESCs) were treated with either vehicle control (DMSO), actinomycin D (ActD), or NVP-2 for 2 h. These inhibitors impact transcription by distinct mechanisms: ActD binds to DNA and prevents RNAPII binding and elongation^40^, while NVP-2 inhibits the CDK9 kinase catalytic activity and prevents RNAPII pause release^41^.

The cells were treated with the inhibitors for 2 h, protein lysates from the inhibitor and control-treated cells were mixed in equal amounts, proteolyzed with trypsin, acetylated peptides were enriched using pan-anti-acetyl-lysine antibodies and analyzed by liquid chromatography-coupled tandem mass spectrometry (LC-MS/MS) (Fig. 1a). We performed six independent biological replicates, and cumulatively quantified a total of 20,942 sites (Fig. 1b), presenting one of the deepest acetylome datasets in a single cell type. More than half of the sites were quantified in at least three biological replicates, and over three-quarters of sites were quantified in at least 2 biological replicates (Fig. 1c). For further analyses, we included sites that were identified in at least three biological replicates (ActD, *n* = 11,916; NVP-2, *n* = 11,910).

**Fig. 1:**
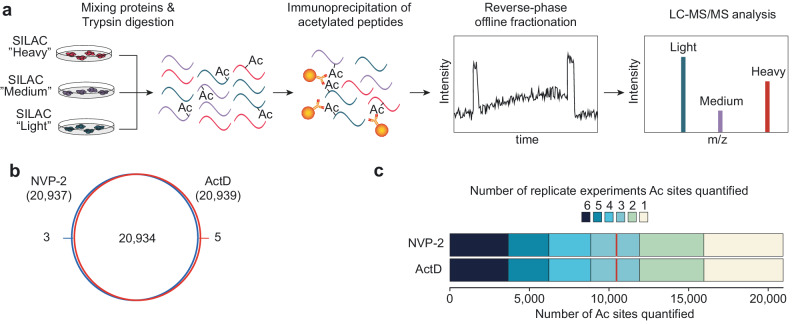
The strategy and summary of global acetylome analysis after acute transcription inhibition. **a** SILAC based proteomics workflow to quantify lysine acetylation sites. **b** Venn diagram showing the overlap between acetylation sites quantified in after treatment with ActD (1 µg/mL) and NVP-2 (100 nM). Cells were treated with the indicated inhibitors for 2 h and acetylation changes quantified as shown in schematic (**a**). **c** Shown is the number of biological replicates in which acetylation sites were quantified. A total of 6 biological replicates were performed.

To ensure accurate quantification, we separately quantified SILAC ratios of proteins and used the median protein ratios to normalize acetylation site ratios. We used a cut-off of >2-fold change in acetylation to define regulated sites. Surprisingly, less than 0.25% of the quantified sites showed >2-fold change in acetylation (Fig. 2a). The small fraction of regulated sites is within the normal range of quantitative error in SILAC experiments. Supporting this notion, the fraction of sites showing a decrease and increase in acetylation is very similar. Sites directly acetylated due to transcription would be expected to be similarly affected by different transcription inhibitors. Among the sites quantified across both inhibitors, just three sites were downregulated, and two sites were upregulated (Fig. 2b). This suggests that ongoing transcription has a negligible impact on global protein acetylation.

**Fig. 2:**
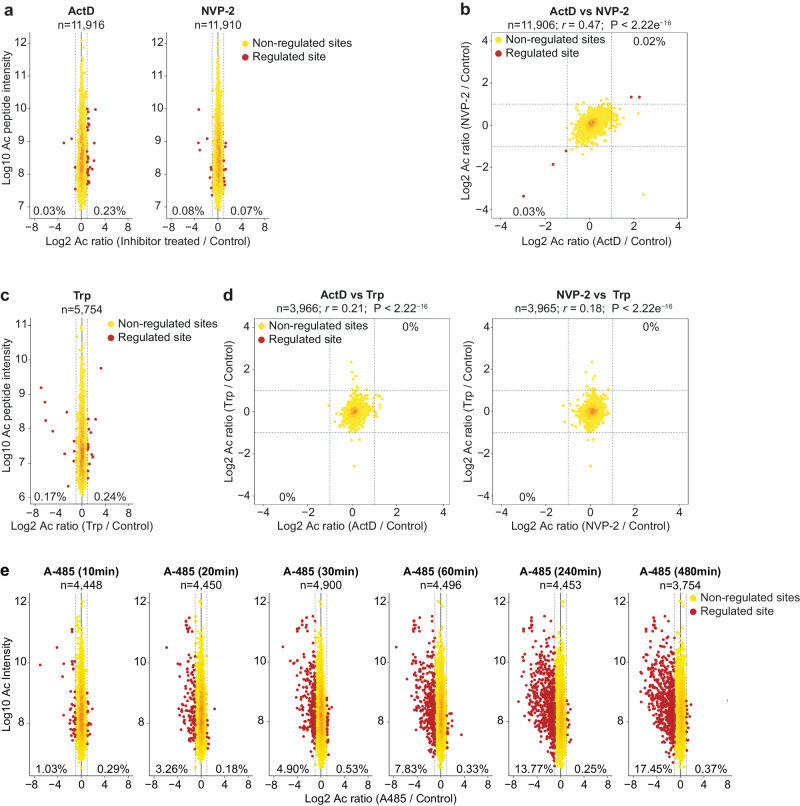
Acetylation is not impaired by acute transcription inhibition but reduced after CBP/p300 inhibition. **a** Shown is the change in acetylation site abundance after the treatment ActD and NVP-2 and MS intensity of the acetylated peptides. The cells were treated with ActD (1 µg/mL) and NVP-2 (100 nM) for 2 h, and change in acetylation was quantified by SILAC-based MS. The number (*n*) of acetylation sites quantified and the fraction of sites showing ≥ 2-fold down- or up-regulation is indicated. The dotted line indicates ≥ 2-fold up- or downregulation. **b** Correlation between acetylation site changes after treatment with ActD and NVP-2. The dotted line indicates ≥ 2-fold up- or downregulation. The number (*n*) of overlapping acetylation sites quantified in both conditions, Pearson’s correlation (*r*), the corresponding *p*-value (*P*) from a two-sided test and the fraction of sites showing ≥2-fold down- or up-regulation in both conditions is indicated. **c** Shown is the change in acetylation site abundance after the treatment with Trp (500 nM) and MS intensity of the acetylated peptides. **d** Correlation between acetylation site changes after treatment with ActD and Trp (left panel) and NVP-2 and Trp (right panel). The dotted line indicates ≥ 2-fold up- or downregulation. The number (*n*) of overlapping acetylation sites quantified in both conditions, Pearson’s correlation (*r*), the corresponding *p*-value (*P*) from a two-sided test and the fraction of sites showing ≥ 2-fold down- or up-regulation in the conditions is indicated. **e** Shown is the change in acetylation site abundance in mouse embryonic fibroblasts treated with CBP/p300 inhibitor A-485 for the indicated time. The number (*n*) of acetylation sites quantified and the fraction of sites showing ≥ 2-fold down- or up-regulation is indicated. The shown data are re-analyzed from Weinert et al.^40^.

To further confirm this result, we used an additional inhibitor to abrogate transcription. We chose triptolide (Trp) because it binds to a molecular target different from ActD and NVP-2. Trp inhibits TFIIH and prevents transcription initiation^42^. Nascent transcription analyses confirmed robust inhibition of global transcription by triptolide (Supplementary Fig. 1, Supplementary Data 1). We used the above-described SILAC-based approach and performed two replicate acetylome experiments with Trp. Despite globally downregulating transcription, the impact of Trp on acetylation was negligible, with just a few sites showing down- or up-regulation after 2 h of Trp treatment (Fig. 2c, Supplementary Data 1). If acetylation were to be truly regulated by transcription, then we would anticipate that the regulated sites would show consistent change after transcription inhibition by different inhibitors. However, no sites were found that were consistently downregulated by Trp, ActD, and NVP-2 (Fig. 2d). These results show that the global protein acetylation landscapes remain unchanged after acute transcription inhibition. This contrasts sharply with previously observed acetylation changes after acute inhibition of the acetyltransferase CBP/p300 by A-485^39^. In contrast to downregulation of <0.25% sites after 2 h of ActD and NVP-2 treatment (Fig. 2a), CBP/p300 inhibition decreased acetylation of ~8% sites within 1 h of inhibitor treatment (Fig. 2e). Site-specific, and time-dependent decrease in histone site acetylation by CBP/p300 inhibition demonstrates that our mass spectrometry approach is suitable for detecting changes in histone acetylation. In the same expetimental setup, histone acetylation is not decreased after transcription inhibition, showing that the lack of regulation is not due to technical limitations.

### Histone acetylation is uncoupled from ongoing transcription

Because of the intense interest in histone acetylation and given the reports of the strong coupling between ongoing transcription and histone acetylation^34,35^, we took a deeper look into the acetylation of histones. We quantified over three dozen acetylation sites in core-histones that were measured in replicate measurements (2 replicates for Trp, and 6 replicates for ActD and NVP-2) (Fig. 3a). Consistent with the lack of major global changes in acetylation, the acetylation of core-histones remained almost unaltered after transcription inhibition. This sharply contrasts with the strong downregulation of histone sites after CBP/p300 inhibition (Fig. 3b).

**Fig. 3:**
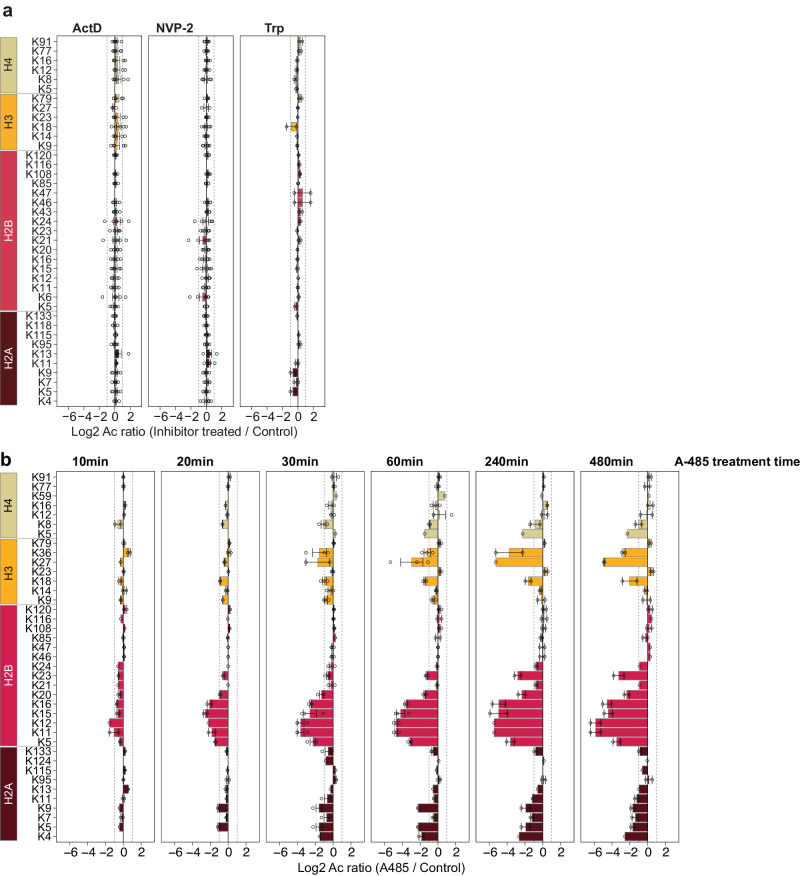
Acetylation of core histones is site-selectively reduced after CBP/p300 inhibition, but remains unaltered after acute transcription inhibition. **a**, **b** Acetylation sites on core-histones quantified in this study (**a**), and in A485-treated MEF cells from Weinert et al.^40^. (**b**). Bar plots show distribution of the data. Bars show the mean log_2_ acetylation site ratio of sites occurring in the indicated core-histones. Data points for each replicate are shown and error bars indicate the standard error of the mean. For ActD and NVP-2 experiments six biological replicates (*n* = 6) were used. The study of Weinert et al.^40^ used three biological replicates *(n* = 3).

### CBP/p300 acetylate histones in the absence of transcription

We used quantitative image-based cytometry to complement and independently verify the results obtained by mass spectrometry. We analyzed the acetylation of H3 K27 (H3K27ac), which marks both promoters and enhancers and has previously been reported to be dependent on ongoing transcription^34,35^. To demonstrate the sensitivity and accuracy of our measurements, we included two important controls in the analyses. Firstly, we used A-485 to acutely inhibit the activity of CBP/p300^43^. A-485 treatment strongly impairs H3K27ac^26,39^. If the acetylation of these sites was solely a consequence of transcription, inhibition of transcription and CBP/p300 would be expected to cause a similar reduction in H3K27ac. Secondly, we analyzed histone H2B K120 ubiquitylation (H2BK120ub). H2BK120ub is deposited co-transcriptionally by the heterodimeric ubiquitin ligase RNF20/40^44^. It has been shown that inhibition of transcription by ActD and 5,6-dichloro-1-beta-D-ribofuranosylbenzimidazole (DRB) strongly reduces H2BK120ub^45^. Thus, H2BK120ub serves as a valuable reference for confirming the effective inhibition of transcription by the used inhibitors and for analyzing the transcription dependency of other histone marks. Unlike global transcription inhibitors, A-485 impairs the transcription of only a subset of the actively transcribed genes^28^, and thus, A-485 is not expected to cause a strong global reduction in H2BK120ub.

As expected, inhibition of transcription by ActD, Trp, and NVP-2 nearly abolished H2BK120ub (Fig. 4a, b), confirming the efficacy of the inhibitors and the suitability of the assay for detecting changes in histone modifications. In contrast to H2BK120ub, ActD, Trp, and NVP-2 treatments did not cause any measurable decrease in H3K27ac (Fig. 4a, c). On the other hand, CBP/p300 inhibition by A-485 led to a strong reduction in H3K27ac, but not in H2BK120ub (Fig. 4a–c). H3K27ac was similarly impacted in cells treated with A-485 alone and cells treated with the combination of A-485 and one of the transcription inhibitors, but H2BK120ub was reduced only in the combined treatments (Fig. 4a–c). This result was confirmed using an independent H3K27ac antibody clone (Supplementary Figs. 2, 3, Supplementary Data 1). These results and the global acetylome analyses unambiguously demonstrate that acetyltransferases remain active and continue to acetylate histones in the absence of ongoing transcription.

**Fig. 4:**
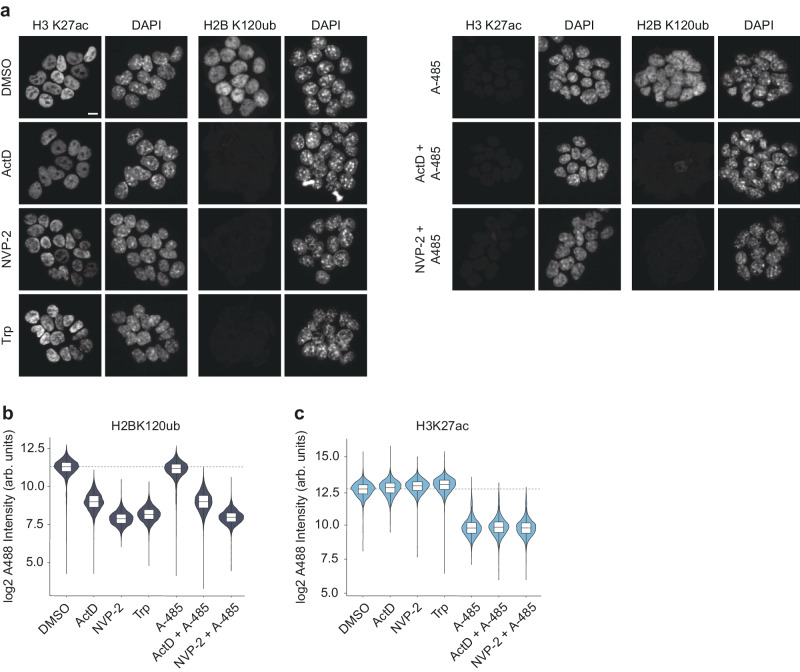
Transcription inhibition and CBP/p300 inhibition differently impair H2BK120ub and histone acetylation. **a** Representative micrographs of mouse embryonic stem cells treated with CBP/p300 inhibitor A-485 or the indicated transcription inhibitors (concentrations: A-485 10 µM, ActD 1 µg/mL, Trp 5 µM, NVP-2 1 µM). Cells were treated with the indicated inhibitors for 2 h, stained with the indicated histone marks, and analyzed by immunofluorescence. Scale bar is 10 µm. **b**, **c** Quantification of change in H2BK120ub (**b**) and H3K27ac (**c**) after the indicated treatments, in 6000 automatically selected cells per condition and staining. Median nuclear staining intensity relative to the DMSO control for the different combinations of treatments and staining as determined from image-based cytometry analysis of 6000 cells per combination. The dotted line indicates the median intensity of the DMSO treated cells. Violin plots show the distribution of the data, and the box represent the 25th and 75th percentiles as lower and upper hinges, with the bar within box indicates median. The whiskers show 1.5 × IQR.

### Genome-wide H3K27ac is not reduced by transcription inhibition

Two prior studies showed that transcription inhibition reduces the acetylation of histones in bulk^34,35^. Acetylation of H3K27ac was strongly reduced globally in ChIP-seq without a decrease in nucleosome occupancy in enhancer regions^35^, which exhibit high levels of H3K27ac and H2B acetylation enrichment^46,47^. 

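Chromatin of mouse embryonic stem cells (mESCs) of the E14 line was immunoprecipitated with an antibody against H3K27ac, a histone H3 acetylation mark found at active promoters and enhancers, and sequenced (ChIP-seq). Control cells received the solvent DMSO, and the other cells received for 2 h either NVP-2, an inhibitor of the transcription elongation kinase CDK9, or actinomycin D (ActD), which intercalates into DNA and blocks RNA polymerases. Each condition had 2 replicates, and chromatin of the human cell line HEK293T was added to each as a spike-in reference. The dose of NVP-2 is given as 100 nM in the methods and in the sample labels, and as 1 µM in the legend of Fig. 5. The dose of ActD is given by mass in the paper (1 µg/mL) and in molar units in the sample labels (800 nM), which at the molar mass of ActD is about the same concentration, whereas the column definitions of Supplementary Data 1 give 80 nM. The paper's reporting summary gives 28606129 and 73909764 unique reads for the control libraries, 26122700 and 46599425 for the NVP-2 libraries, and 25194508 and 54888075 for the ActD libraries. The deeper control library thus held 72.1% of the unique control reads, 2.58 times as many as the other. Whether these counts include reads of the human spike-in is not stated. How the control libraries were combined is not stated either, so the weight of each in the list of peaks is not known. The authors aligned the reads to the mouse genome (mm10) together with the human genome, removed duplicates and poorly mapped reads, called peaks with LanceOtron, a neural-network peak caller, and merged and filtered the peaks by height and by distance to open chromatin found by ATAC-seq. The values given here come from the authors' list of peaks in control cells, pooled over both replicates, with a chromosome, a start and an end for each peak and no height or score. Replicates could therefore not be compared, no value from the list has a replicate error, and the libraries of treated cells were not analysed here. The list held 22973 peaks on 21 chromosomes, which together covered 89.6 Mb or 3.29% of these chromosomes. From it, the overlap of peaks with promoters, genes and random positions was computed on the same genome build. The width of the promoter window, the isoform that sets the TSS and the overlap that counts could each change these numbers.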

To test if H3K27ac is regulated in specific genomic regions, we analyzed H3K27ac enrichment by ChIP-seq in control cells as well as in cells treated (2 h) with ActD and NVP-2. H3K27ac was detected in promoters of most of the actively transcribed genes, but detected in only a small fraction of genes that are not expressed or expressed below the detection threshold of our assay (Fig. 5a). 

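Promoters were taken as ±1 kb around the TSS of the longest isoform of 27706 protein-coding and lincRNA genes (GENCODE release M21, GRCm38), and a promoter overlapped by a control peak by at least 1 bp was counted as marked. H3K27ac peaks marked 11567 of these promoters, a share of 41.7% (95% Wilson interval 41.2 to 42.3%). The intervals on shares take each gene as 1 count and cover counting error only. Among 21853 protein-coding genes the share was 48.8% (48.2 to 49.5%), and among 5853 lincRNA genes it was 15.3% (14.4 to 16.2%). Leaving out the lincRNA genes moved the overall share more than any other alternative tried. Of all peaks, 42.3% overlapped a promoter, whereas after 1000 random shifts of the peaks along their chromosomes 5.56% ± 0.234 (mean and SD over shifts) did so, and 6.45% at most (one-sided permutation test by shifts, p = 0.001, the smallest that 1000 shifts can give). The shifts also placed peaks in stretches of the chromosomes without assembled sequence. The authors kept only peaks near open chromatin, and the shifts were not held to open chromatin. The excess over shifts therefore includes the effect of that filter and does not isolate a preference of H3K27ac for promoters.

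Transcription was not measured here, and gene families with known use were compared in its place. The families were taken from the extremes of use, so a large difference was foreseeable and does not bear on genes between them. The list also holds only peaks near open chromatin, and the openness of the promoters was not compared. Promoters of proteasome, cytosolic ribosomal, mitochondrial ribosomal and RNA polymerase II genes, families whose main members every cell uses, were marked in 199 of 206 cases, or 96.6% (93.2 to 98.3%). Promoters of olfactory, vomeronasal and bitter taste receptors, defensins and keratins with keratin-associated proteins were marked in 7 of 1665 cases, or 0.420% (0.204 to 0.865%). The difference was 96.2 percentage points (two-sided Fisher exact test, p = 1.21e-249). Genes of a family often lie side by side and are not independent. With 1 member counted per genomic cluster, 190 of 195 and 1 of 102 were marked (two-sided Fisher exact test, p = 4.21e-72). The lowest share among the families used by every cell was that of the proteasome, with 35 of 39 promoters or 89.7% (76.4 to 95.9%), and the highest that of RNA polymerase II, with 13 of 13. Seen only after the counts were made, the unmarked promoters of these families were Psmb8, Psmb9, Psmb11, Psmd10, Rpl17, Rpl3l and Mrpl34. The families were set by symbol and so include members of restricted use, among them Psmb8 and Psmb9 of the immunoproteasome, Psmb11 of the thymus and Rpl3l of muscle. Likewise, the marked promoters among the tissue-restricted families were Olfr153, Vmn1r4, Defb30, Defb42, Defb46, Krt8 and Krtap5-5. No bitter taste receptor promoter of 35 was marked, which allows a share of up to 8.57% when 3 counts are taken as the limit of a count of 0, and of up to 9.89% by the Wilson interval. Hox genes, which were counted apart, were marked at 15 of 39 promoters, or 38.5% (24.9 to 54.1%). The paper makes its statement from promoters divided by nascent transcription and H3K4me3 (Fig. 5a), a division that was not made here.

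**Figure D1:**
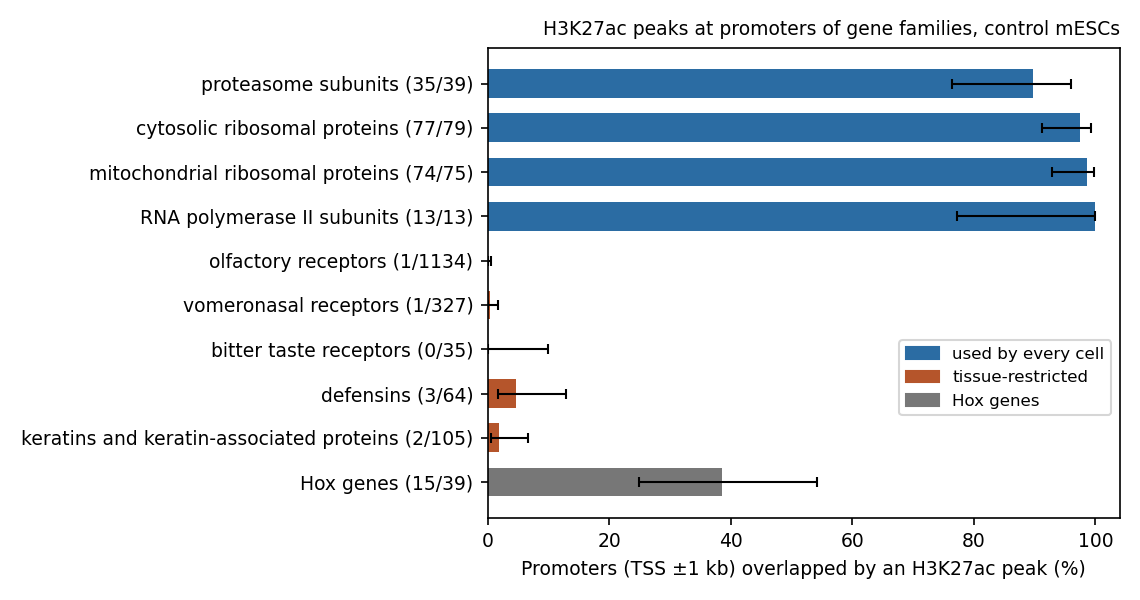
Share of promoters (TSS ±1 kb) overlapped by a control H3K27ac peak for each gene family, in percent, with the number of marked promoters and of all promoters in brackets. Error bars are 95% Wilson intervals; the families used by every cell lie at or above 89.7%, and the tissue-restricted families lie at or below 4.69%.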

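Single promoters showed the same contrast with exceptions. Pou5f1 (ENSMUSG00000024406.16) lies on the plus strand of chromosome 17 of mm10 from 35506018 to 35510772, inside a peak of 34042 bp from 35484495 to 35518536 that covers the whole gene, the sequence upstream of it and the neighbouring gene Tcf19. Nanog, on chromosome 6 from 122707489 to 122714633, lies inside a peak of 36014 bp from 122684491 to 122720504. Sox2, on chromosome 3 from 34650405 to 34652461, lies inside a peak of 19693 bp. The promoters of the pluripotency genes Klf4 and Esrrb were not marked, which means only that no peak of the filtered list overlapped them. Whether such a promoter lacked signal or lost its peak to the authors' filters on height and open chromatin cannot be read from the list. Klf4 lies on the minus strand of chromosome 4 from 55527143 to 55532466, and the nearest peak ended 14.7 kb downstream of its TSS, at 55517718. Esrrb on chromosome 12 had a peak at the TSS of another isoform, so that it counted as marked when all isoforms were used.

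Of 13 genes whose proteins the paper names, 11 had a marked promoter: Crebbp, Ep300, Kat5, Kat2a, Kat2b, Rnf20, Rnf40, Ezh2, Med14, Myc and Trp53. The peak at Kat2b spanned 32738 bp and that at Rnf20 spanned 1512 bp. The promoters of Cdk9 and Hif1a were not marked, with the same limit as for Klf4 and Esrrb. Cdk9 lies on the minus strand of chromosome 2 from 32705784 to 32713076, and the nearest peak was 17.8 kb from its TSS, from 32693144 to 32694984 within the gene Fpgs. Hif1a had a peak at the TSS of another isoform, as Esrrb had. None of the 4 genes chosen as silent in mESCs had a marked promoter, and the nearest peaks were 6.70 kb from the TSS of Gata1, 26.2 kb from that of Neurod1, 77.6 kb from that of Alb and 100.5 kb from that of Myod1. The widest peaks on autosomes covered the promoter of Kat6b on chromosome 14 (123797 bp), those of Sfi1 and Eif4enif1 on chromosome 11 (80593 bp), that of Klf5 on chromosome 14 (79196 bp) and those of Ncoa3, Gm11464 and Platr29 on chromosome 2 (77746 bp).

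**Figure D2:**
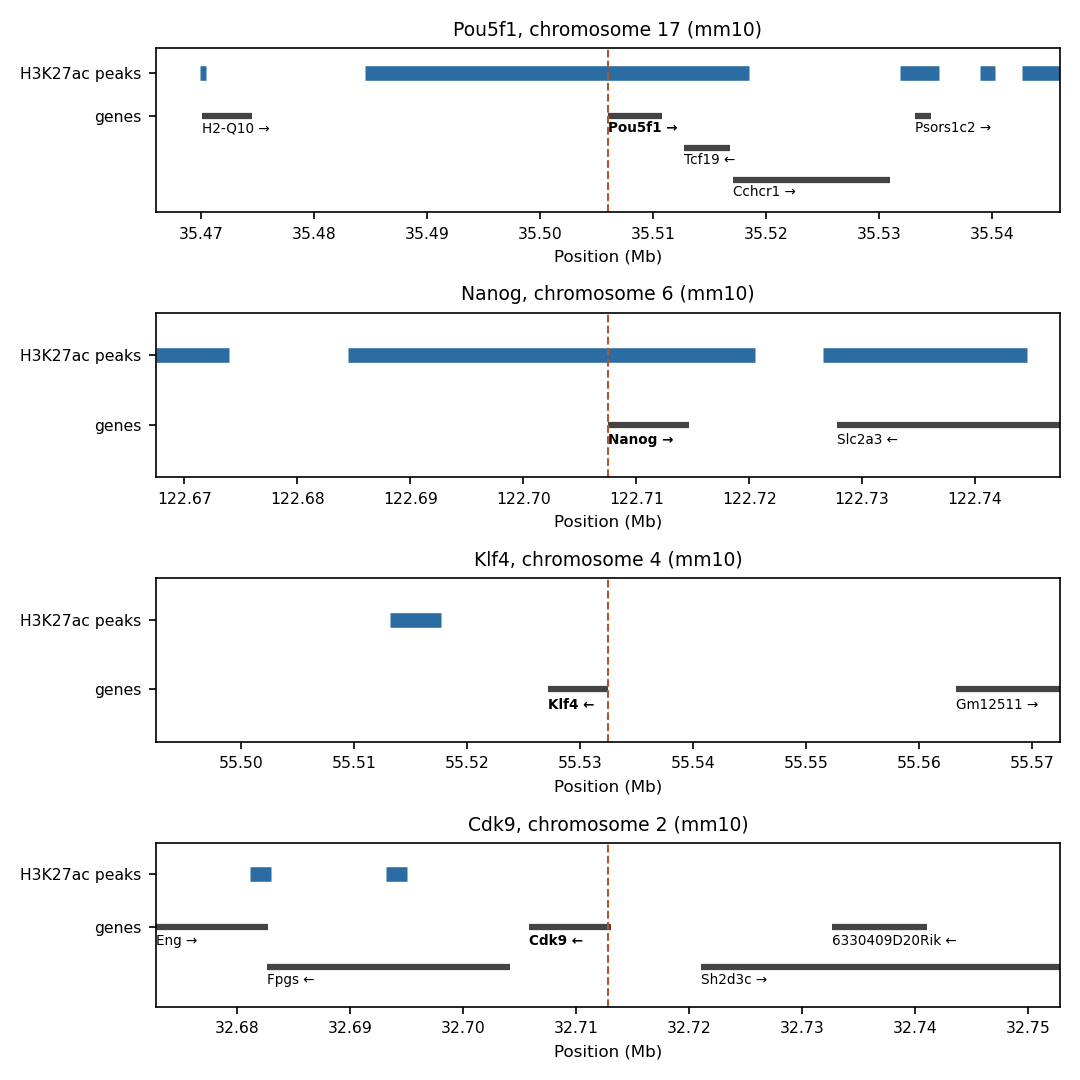
Regions of 40 kb on either side of the TSS (dashed line) of Pou5f1, Nanog, Klf4 and Cdk9 in mm10, with position in Mb on the horizontal axis, control H3K27ac peaks as blue bars and protein-coding and lincRNA genes as grey bars with an arrow for the strand. The TSS of Pou5f1 and of Nanog lie inside peaks of 34042 and 36014 bp, and the nearest peaks to the TSS of Klf4 and Cdk9 lie 14.7 and 17.8 kb away.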

We found no appreciable and consistent decrease in H3K27ac after transcription inhibition by NVP-2 or ActD (Fig. 5b, c, Supplementary Fig. 4, Supplementary Data 1, Source Data), regardless of whether we normalized data using a spike-in reference or the rpkm-based approach. If anything, NVP-2-treated cells exhibited a very small increase in H3K27ac in active promoters.

**Fig. 5:**
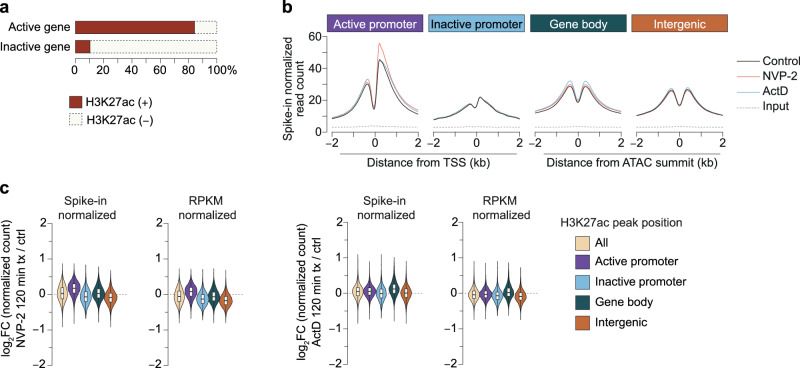
Acute transcription inhibition leaves genes carrying H3K27ac mark unaltered. **a** Percentage of active and inactive genes promoters marked by H3K27ac. Active promoters (±1 kb from the TSS) are defined as those mapping to genes expressed in mESCs (5-ethynyluridine (EU) RNA sequencing (RNA-seq) transcripts per million (TPM) > 2) and marked with H3K4me3, while inactive promoters are defined as promoters that do not meet the criteria for active promoters. **b** Shown are average profiles of H3K27ac spike-in normalized read counts in control and transcription inhibited mESCs at different genomic regions. Cells were treated for 2 h (ActD 1 µg/mL or NVP-2 1 µM). Active and inactive promoters are defined as described in Fig. 5a. Other genomic regions were classified as the following categories: all, all peaks; gene body, peaks occurring within gene bodies; gene bodies; intergenic, peaks occurring outside promoters and gene bodies. Promoter peaks are shown in dependence of the transcription-start-site (TSS). Gene body and intergenic peaks are shown relative to the proximal ATAC peak summit. **c** Relative fold change of H3K27ac site ChIP normalized read counts in mESC treated with NVP2 or ActD. Counts were either normalized to a spike-in or reads per kilobase million (RPKM). The dotted lines indicate a fold-change of 0. Violin plots show the distribution of the data, and the box represent the 25th and 75th percentiles as lower and upper hinges, with the bar within box indicates median. The whiskers show 1.5 × IQR. All the ChIP-seq experiments were performed with 2 biological replicates.

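Each control peak was placed in 1 class. A peak that overlapped the ±1 kb window of any of the promoters was a promoter peak, a peak that overlapped a protein-coding or lincRNA gene elsewhere was a gene body peak, and the rest were intergenic. Promoters were not divided into active and inactive, and genes were not selected by transcription. Promoter peaks numbered 9722 (95% Wilson interval 41.7 to 43.0% of the peaks), gene body peaks 7579 or 33.0% (32.4 to 33.6%), and intergenic peaks 5672 or 24.7% (24.1 to 25.3%). Classified by the midpoint of the peak in place of any overlap, the largest change among the alternatives, the shares were 30.7%, 40.4% and 28.8%, and gene body peaks outnumbered promoter peaks. The median width was 2088.5 bp for promoter peaks, 2066 bp for gene body peaks and 2037.5 bp for intergenic peaks. The median log2 width of promoter peaks lay 0.02 above that of the 13251 other peaks, a difference not larger than chance allows (two-sided permutation test with 100000 resamples, p = 0.317). By midpoint, promoter peaks were narrower than the others by the same measure (difference of -0.53, p = 1e-05 from the same permutation test, the smallest it can give). A wide peak has more chance to overlap a window than a narrow one. By midpoint the bias is the opposite, because a wide peak over a promoter can have its midpoint outside the window. Neither classification therefore shows whether promoter peaks are narrower or wider than the others. The median GC content was 53.1% in promoter peaks, 48.1% in gene body peaks and 46.9% in intergenic peaks, against 41.7% over the whole chromosomes. Promoter peaks had a median GC content 5.58 percentage points above that of all other peaks (two-sided permutation test, p = 1e-05, the smallest it can give). Peaks are not independent replicates, and these tests compare peaks within a single list.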

In contrast to the lack of H3K27ac downregulation by transcription inhibition, using the same approach, we previously found that H3K27ac and H2B N-terminus acetylation sites are rapidly (<15 min) reduced after inhibition of CBP/p300 activity^47^. Furthermore, transcription inhibition by NVP-2 specifically increased H2BK20ac in actively transcribed gene body regions^47^. Because H2BK20ac in these analyses was increased after the treatment with NVP-2 treatment, it further supports that CBP/p300 remains active in transcription inhibited cells.

The transcription inhibition-induced reduction in H3K27ac has been rationalized by reduced acetyltransferase function^34,35^. CBP/p300 chromatin recruitment and activation is regulated by its binding to transcription factors^48^. CBP/p300 is autoacetylated within its activation loop^49^, and catalytic inhibition of CBP/p300 rapidly reduces acetylation within its activation loop region^39^. In contrast, transcription inhibition did not cause an appreciable decrease in acetylation sites in CBP/p300 (Supplementary Data 1). This further indicates that CBP/p300 remains active in after transcription inhibition, and this may explain why we do not observe a decrease in H3K27ac in our assays.

## Discussion

The work presents proteome-scale quantification of lysine acetylation after acute transcription inhibition, revealing that histone and non-histone protein acetylation remains largely unchanged after transcription inhibition.

Our findings are consistent with early studies showing that histone acetylation is not affected by transcription inhibition^13,14,50,51^. However, our results contrast with some of the recent reports showing that histone acetylation is strongly reduced after transcription inhibition^34,35^. The reason for this discrepancy is unclear. One of the studies showed that H3K27ac and H3K27me3 were similarly strongly decreased within 1 h of transcription inhibition^35^. This is perplexing, given that the half-lives of H3K27ac and H3K27me3 are very different in mammalian cells^52,53^. The rapid reduction of H3K27me3 in EZH2-bound peak regions was rationalized by transcription-dependent recruitment of EZH2^35,54^. However, H3K27me3 decreases very slowly after the chemical or genetic ablation of EZH2 function, and the rate of H3K27me3 reduction roughly equals the time of the cell division cycle, indicating that the decrease in H3K27me3 after EZH2 activity ablation occurs by replication-coupled histone dilution rather than active demethylation^55,56^.

While ongoing transcription is dispensable for global protein acetylation, we acknowledge that active transcription can and does affect histone modification patterns. H2BK120ub is deposited co-transcriptionally, and H2BK120ub is rapidly reduced after transcription inhibition. RNAPII elongation causes nucleosome remodeling, whereby one of the H2A-H2B dimers is exchanged, while the hexasome, containing one of the H2A-H2B dimer and both the H3-H4 dimers, is redeposited^57–59^. This leads to the loss of one of the H2A-H2B dimers. Consistently, we recently found that the acetylation of H2B sites is lower in actively transcribed regions than H3K27ac, and transcription inhibition increases the acetylation of histone H2B in these regions^60^.

We further recognize that the effects of short- and long-term transcription inhibition will be different. Longer-term inhibition of transcription will inevitably impact protein expression and, consequently, will affect histone acetylation. For example, acetylation of H3K27ac remained stable after 4 h of triptolide treatment^50^, but acetylation of several histone H3 sites was reduced in cells treated with DRB for 12 h^61^. Indeed, many transcription factors, such as MYC, p53, and HIF1A, are relatively short-lived, and ongoing transcription would be expected to be required to sustain their transcription. Decreased expression of transcription factors could impair the recruitment and/or activation of acetyltransferases. For this reason, it is impossible to completely rule out a role of transcription in protein acetylation. Because transcription inhibition does not cause a noticeable reduction in protein acetylation for up to 2 h, we suggest that the role of ongoing transcription in acetylation is minor, and the changes we measured are within the quantitative error of our measurements. We further show that CBP/p300 continues to acetylate H3K27ac in transcription inhibited cells, indicating that the recruitment and activation of these acetyltransferases are uncoupled from transcription. Since most acetylation appears to occur independently of ongoing transcription, histone acetylation should not merely be considered a consequence of ongoing transcription.

We want to clarify that our approach involves the use of trypsin protease, and our chromatography setup will likely not detect peptides that are either too short or too long (<5, or over ~30 amino acids). Therefore, our analyses are not comprehensive, and there may be sites, or specific combinations of sites, in histones and non-histone proteins that may be regulated by transcription inhibition but are not quantified in our study. Notwithstanding this generic limitation, our analyses provide one of the deepest coverages of global acetylation and include a great majority of known sites in histones. For the sites we could quantify, we did not find a measurable decrease by transcription inhibitors.

Additionally, our analysis of protein acetylation, including histones, is conducted in bulk. It is hypothetically possible that transcription inhibition may decrease acetylation at specific histone sites or combinations only or that the loss of acetylation in some genomic regions is compensated by an increase in acetylation in others. However, this explanation does not align with prior studies, which showed a global decrease in acetylation of all analyzed histone sites in transcription-inhibited cells, with no clear evidence for locus-specific regulation in ChIP-seq analyses^34,35^. Furthermore, different histone sites are acetylated by different acetyltransferases^62^. It seems unlikely that transcription inhibition would cause the relocation of all acetyltransferases to different chromatin regions, resulting in reduced acetylation in some regions and compensatory increased acetylation in others. Nonetheless, we could not rule this possibility out entirely. However, our H3K27ac ChIP-seq data found no evidence of re-distribution of H3K27ac by transcription inhibition. Consistent with our data, another study found that genome-scale occupancy of H3K27ac is not reduced by triptolide (4 h) treatment^50^. Also, supporting independence between H3K27ac and ongoing transcription, it has been observed that acute depletion of MED14 broadly impairs transcription but causes little change in H3K27ac^51^.

Some of the most frequently modified acetylation sites in mammalian cells are located in the N-termini of histones, and deacetylases regulate histone N-terminus sites more dynamically than sites located in the globular domain and C-terminus of histones^53,63–65^. An important question for future studies is to clarify the role of histone and non-histone acetylation in transcription. This work was not designed to evaluate the functional roles of acetylation in transcription, and we present no claim, explicit or implied, to suggest a functional role of acetylation in gene regulation. Because multiple histone and non-histone proteins are acetylated in vivo, deciphering the exact role of acetylation in transcription regulation is a daunting task that will require innovative approaches and community-wide efforts. Our results rule out a direct role of ongoing transcription in acetylation, narrowing down the number of hypotheses that need to be considered.

## Methods

### Cell culture

Mouse embryonic stem cells (mESC, Sigma Aldrich, ES-E14TG2a) were cultured in plates coated with gelatin (0.15% Bovine gelatin in PBS). Cells were grown in SILAC^66^ Neurobasal media (custom-made, C.C.Pro GmbH, Oberdorla) supplemented with SILAC light, medium, or heavy labeled L-lysine HCL (84 mg/ml; Cambridge Isotope Laboratories Inc.) and L-arginine HCL (146 mg/ml; Cambridge Isotope Laboratories Inc.), as well as with 0.5 x N2 and 0.5 x B27 supplements (Thermo Fisher Scientific), 1,000 units/ml LIF (leukemia inhibitory factor, Merck Millipore), 1 μM PD0325901, 3 μM CT-99021 (custom-made by ABCR GmbH, Karlsruhe), 100 μM 2-mercaptoethanol, 150 μM sodium pyruvate. Supplemented SILAC amino acids had the following isotopic compositions: Light L-arginine-^12^C_6_^1^H_14_^14^N_4_^16^O_2_, Light L-lysine-^12^C_6_^1^H_14_^14^N_2_^16^O_2_, Medium L-arginine-^13^C_6_^1^H_14_^14^N_4_^16^O_2_, Medium L-lysine-^12^C_6_^1^H_10_^2^H_4_^14^N_2_^16^O_2_, Heavy L-arginine-^13^C_6_^1^H_14_^15^N_4_^16^O_2_, Heavy L-lysine-^13^C_6_^1^H_14_^15^N_2_^16^O_2_.

### Cell treatment, lysis, and peptide purification

SILAC-labeled mESCs were seeded onto a 245 mm square dish. After 2 days, the cells were treated either with DMSO (1:1,000; v/v) as a control, or the transcription inhibitors, 1 μg/ml ActD (Tocris Bioscience), 500 nM Trp (Sigma Aldrich), 100 nM NVP-2 (Tocris bioscience) for 2 h. For ActD and NVP-2, six biological replicates were performed (*n* = 6) and for TRP two biological replicates (*n* = 2). Cells were washed twice with PBS, followed by on-plate lysis with SDC lysis buffer (2% (w/v) sodium deoxycholate, 50 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES), pH 8.0). Cell lysates were boiled at 95 °C for 10 min, cooled down, and stored at -80 °C until further processing. Frozen cell lysates were then thawed and boiled again at 95 °C for 10 min and sonicated for 2 min at 70% intensity (Branson Digital Sonifier SFX 150 1/8” Diameter Tapered μ tip). Cell lysates were centrifuged at 4,800 g for 10 min, the supernatant was transferred and the protein concentration was determined using BCA Protein Assay Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. In one setup, lysates from differentially SILAC-labeled cells and treated with DMSO, NVP-2, and actinomycin D were mixed in equal amounts (based on protein content), and in another setup, lysates from SILAC-labeled cells treated with DMSO and triptolide were equally mixed. The mixed proteins were reduced by adding 1 mM DTT (dithiothreitol) and incubating at 95 °C for 15 min. Samples were cooled down and alkylated by adding 55 mM chloroacetamide (30 °C, 1 h). Subsequently, the samples were digested by adding trypsin 1:100 (w/w of protein) and incubating at 37 °C overnight, and sodium deoxycholate was removed by adding trifluoroacetic acid (TFA) to a concentration of 3% (v/v) and centrifuging at 4,800 g for 30 min. The peptides were purified on SepPack Classic C18 cartridges (Waters), according to the manufacturer’s protocol. Peptides were eluted with 50% (v/v) acetonitrile (ACN). Acetonitrile was removed from the extracted peptides by vacuum concentrating at 60 °C until at least 50% of the initial volume was evaporated. A portion (~1 μg) of the peptide mix was taken aside for analyzing total protein expression, and the remaining peptides (~25 mg) were used for affinity purification of acetylated peptides.

### Pan-acetyl-lysine immune precipitation and fractionation

Acetylated peptides were affinity-enriched using agarose-conjugated pan-acetyl-lysine antibody beads (Cell Signalling Technology PTMScan Acetyl-Lysine Motif Kit). Before use, the beads were washed three times with 1 ml of 1xIAP NP-40 buffer (50 mM morpholinopropanesulfonic acid (MOPS) pH7.2, 10 mM sodium phosphate, 50 mM NaCl, 0.5% (v/v) NP-40). Peptides were reconstituted in 1xIAP NP-40 buffer, added to the beads slurry and incubated on a spinning wheel for 70 min. Subsequently, beads were centrifuged at 2,000 g for 1 min, and the supernatant was aspirated. The beads were washed twice with 1 ml IAP NP-40 buffer, twice with 1 ml IAP buffer (50 mM MOPS pH7.2, 10 mM sodium phosphate, 50 mM NaCl), and twice with 1 ml de-ionized water. Bound peptides were eluted by adding 100 μl of 0.15% (v/v) TFA and incubating at 30 °C for 5-10 min on a shaker (1,200 rpm). Beads were spun down at 2,000 g for 1 min, and the eluant was collected. The elution was repeated two more times. To remove any traces of detergents, the eluted peptides were cleaned using Stage-Tip-based SCX microcolumn^67^. The SCX micro-column was prepared by inserting 6 discs of SCX material (Empore Cation Solid Phase Extraction Disk) into a 200 μl tip. The Stage-Tip-based SCX micro-column was activated by washing with 100 μl of methanol. The micro-column was washed with 100 μl of SCX buffer (50% (v/v) ACN, 20 mM acetic acid, 20 mM boric acid, 20 mM phosphoric acid, pH9.0), and equilibrated with 100 μl of 50% (v/v) ACN in 0.1% (v/v) TFA. Peptides were loaded onto the micro-column and washed twice with 100 μl of 50% (v/v) ACN in 0.1% (v/v) TFA. Peptides were eluted from the micro-column using 100 μl of SCX buffer, vacuum-dried, and re-suspended in 20 μl 0.15% (v/v) TFA. Re-suspended peptides were fractionated with a C18 reverse-phase column (Phenomenex 2.6μm EVO C18 100 Å, 150 mm×0.3 mm) on an EASY nLC 2000 (Thermo Fisher Scientific) coupled to an automated, custom-built fraction collector. Buffer A consisted of 1% (v/v) Triethylammonium bicarbonate (TEAB) in water and buffer B of 80% (v/v) ACN and 1% (v/v) TEAB in water. The sample was loaded onto the column at 2 μL/min at a maximum 500 bar, fractionated using the following gradient: 3% to 40% B in 57 min, 40% to 60% B in 5 min, 60% to 95% B in 10 min, 95% B for 10 min, 95% to 3% B in 3 min and finally back to 3% B for 8 min. Fractions were collected for 90 s which were concatenated into 12 fractions in total. The fractionated peptides were vacuum dried at 60 °C, and re-dissolved in 0.15% (v/v) TFA.

### Mass spectrometric analysis

After fractionation, peptides were analyzed by online liquid chromatography coupled with tandem mass spectrometry (LC-MS/MS) utilizing a Proxeon EASY-nLC1200 (Thermo Scientific) attached to an Exploris480 (Thermo Scientific). Peptides were loaded onto a chromatography column (length 15 cm, inner diameter 75 μm) packed with C18 reverse-phase material (Reprosil-Pur Basic C18, 1.9 μm, Dr. Maisch GmbH) and eluted by a 75 min gradient (5–40% (v/v) ACN/H_2_O and 0.1% (v/v) formic acid). Eluting peptides were ionized by electrospray ionization and injected into the mass spectrometer under the following settings: 2.3 kV spray voltage, no sheath/aux/sweep gas flow rate, 270 °C capillary temperature and funnel RF at 40%. Xcalibur (v. 4.4.16.14) operated the Exploris480 and Orbitrap Exploris 480 Tune (v. 2.0.182.25) in data-dependent mode. MS1 scans were acquired at a mass resolving power of 120,000 (FWHM at 200 m/z) and a scan range of 300–1,750 m/z. The normalized AGC target for the scans was 300%, and the maximum injection time was 60 ms. Top 12 the most intense peptide ions were sequentially isolated and fragmented by higher-energy collisional dissociation (HCD) using a normalized collision energy of 25. MS2 scans were acquired with a mass resolving power of 15,000 (FWHM at 200 m/z), a normalized AGC target of 80%, a maximum injection time of 110 ms, and an isolation window of 1.3 m/z, and a fixed first mass of 100 m/z. The dynamic exclusion was set to 30 s, and only ions with a charge state between two and five were included in the analysis. Raw data were processed with MaxQuant (v. 2.1.0.0)^68^ by a search against the *Mus musculus* UniProt database (downloaded May 3, 2021) for the SILAC pairs used in the experiments. The false discovery rate was kept at 1% for peptides and proteins. Cysteine carbamidomethylation was set as a fixed modification, and methionine oxidation, N-terminal acetylation, and lysine acetylation were set as variable modifications. Re-quantification was enabled and missed cleavages was set to two. Every other setting was unchanged to the default settings.

### Quantitative image-based cytometry cell preparation, acquisition, and analysis

Mouse embryonic stem cells (mESC, Sigma Aldrich, ES-E14TG2a) were seeded (12,000 cells/well in 200 µL media) in a 96-well plate (CellCarrier 96 Ultra, Perkin Elmer) coated with 50 µL Geltrex (1:100; v/v; in PBS) per well 10-20 min before seeding. After overnight attachment, cells were treated with DMSO (1:1000), ActD (1 µg/mL), A-485 (10 µM), ActD + -485, Trp (5 µM), NVP-2 (1 µM) and NVP-2 + A-485 for 2 h. Subsequently, cells were washed once with PBS and fixed for 20 min using 3.7% (v/v) formaldehyde for all conditions, except for staining with H2B K120ub where cells were fixed with methanol. After fixation, cells were washed with PBS and stored in the fridge overnight. Cells were permeabilized with 0.5% (v/v) triton X-100 for 5 min followed by blocking with antibody diluent (DMEM with 10% (v/v) fetal bovine serum and 0.02% (w/v) sodium azide, filtered) for 1 h. The permeabilized cells were incubated with the specified primary antibodies (1:1000, H3 K27ac: Rabbit monoclonal Anti-H3 K27ac, Abcam #ab177178; 1:1000, H3 K27ac: Rabbit monoclonal Anti-H3 K27ac (D5E4), Cell Signaling Technology, #8173; 1:1000, H2B K120ub: Rabbit monoclonal Anti-H2B K120ub, Cell Signaling Technology #5546) in antibody diluent for 2 h, washed thrice with PBS, incubated with secondary anti-rabbit A488 antibody (1:500; v/v) for 1 h, and finally stained with DAPI (0.5 µg/mL in PBS) for 10 min. Images were acquired on a Perkin Elmer Phenix spinning disk microscope equipped with two scMOS cameras (16 bit; 2,160 × 2,160 pixel; 6.5 µm pixel) using a 20x water objective (NA1.0 W Plan Apochromat/ WD 1.7 mm) and spinning disk confocal acquisition. For each well, 12 fields and 5 planes were acquired with the DAPI and Alexa 488 channels. Fixed settings were used to acquire all images across replicates.

### Image analysis

Images from each imaging channel, plane, and position were converted to hyperstacks and the planes were used to generate maximum intensity projections using the Z project in Fiji ImageJ (1.53). 250 × 250 pixel examples from each condition were duplicated, the brightness/contrast set to the same across different treatments, and the resulting.tif files and corresponding.jpg files were saved.

Quantitative analysis (Supplementary Fig. 3) of the images was done with the Phenix Harmony analysis software. Acquired stacks were processed as maximum intensity projections and advanced flatfield and brightfield corrections applied. The input images from the A488 channel were background-corrected with the filter image module using the sliding parabola method with a curvature of 0.01. Nuclei were identified using the DAPI images using the C method in the software set with a common threshold of 0.40, area of 20 µm^2^, splitting coefficient of 7.0, an individual threshold of 0.30, and contrast -0.50. Nuclei at the border of images were removed with the select population module using the common filter, remove border objects option. Identified nuclei and background-filtered A488 images were used to calculate the intensity properties of the antibody staining to determine the mean intensity per pixel in each nucleus.

### ChIP

Mouse embryonic stem cells (mESC, Sigma Aldrich, ES-E14TG2a) were treated 2 h with DMSO, 1 μg/ml Actinomycin D (Tocris Bioscience), or 100 nM NVP2 (Tocris Bioscience), respectively. After treatments, cells were cross-linked with 1% formaldehyde for 10 min, neutralized with 0.2 M glycine for 5 min, washed twice with PBS, then collected by cell lifter, spun down for 10 min at 3,000 rpm at 4 °C and stored at -80 °C until use. Cells were resuspended in SDS lysis buffer (10 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1% (w/v) SDS, 1 mM EDTA, pH 8.0, cOmplete Protease Inhibitor Cocktail (Roche)) and sonicated by a Bioruptor Pico (30 cycles, 30 s on and 30 s off, Diagenode), then centrifuged for 10 min at 13,000×g at 20 °C for debris removal. The supernatants were stored at -80 °C. The aliquots of the supernatant were 5-fold diluted with ChIP dilution buffer (20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, cOmplete Protease Inhibitor Cocktail), incubated 20 h at 65 °C to reverse cross-link, then treated with 0.2 mg/ml RNase A (Thermo Fisher Scientific) for 30 min at 37 °C and proteinase K (Thermo Fisher Scientific) for 1 h at 55 °C. DNA fragments were isolated by phenol-chloroform extraction and recovered by ethanol precipitation with glycogen (Thermo Fisher Scientific). DNA fragments were quantified by Nanodrop (Thermo Fisher Scientific). The average size of DNA fragments was measured by 4200 TapeStation System (Agilent Technologies). For ChIP, the supernatants equivalent to 100 μg of mESC chromatin DNA, along with 10 μg of spike-in chromatin DNA from HEK293T, were incubated with 2 μg of anti-histone H3 acetyl K27 antibody (ab4729 Abcam) conjugated with Dynabeads M-280 sheep anti-Rabbit IgG (Thermo Fisher Scientific) by rotating overnight 4 °C. The immunoprecipitated Protein-DNA complexes were washed with ChIP dilution buffer, wash buffer high-salt (20 mM Tris-HCl, pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% (v/v) Triton X-100, 0.1% (w/v) SDS), wash buffer low-salt (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, 250 mM LiCl, 0.5% (w/v) sodium deoxycholate, 0.5% (v/v) NP-40) once respectively, washed with TE three times, then eluted with elution buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% (w/v) SDS). The immunoprecipitated DNA was reversed cross-linked and recovered from the eluates as described above.

### ChIP–seq library preparation

NGS library was prepared from 20 ng of ChIPed DNA measured by Qubit dsDNA HS Assay (Thermo Fisher Scientific) using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs) according to the manufacturer’s instructions. Adapter-ligated, U-excisioned DNA was cleaned by AMPure XP beads (Beckman Coulter) amplified by PCR 6 cycles, then cleaned again and size-selected (350–400 bp average size measured by Tapestation). 4 nM pooled Library DNA was sequenced on a NextSeq 2000 Sequencer (Illumina) as single-end 138 bp reads.

### Reference genome annotation

Mouse and human reference genome and annotation were downloaded from GENCODE (GRCm38 release 25)37 and NCBI (T2T-CHM13v2.0), respectively. For reference, the transcript types of protein-coding and lincRNA were chosen as representative genes. Expressed gene were selected using the following criteria of Transcripts per million transcripts (TPM) > 2 in RNA-seq and the presence of H3K4me3 ChIP-seq peak within 1 kb from the transcription start sites (TSS). The longest isoform was selected if a single H3K4me3 peak is proximal to multiple transcripts of the same gene. Genes not meeting these criteria were defined as inactive genes.

### Processing RNA-seq data

Adapters were trimmed using Cutadapt^69^. Reads were aligned to the reference genome using STAR (version 2.6.1a)^70^, excluding non-canonical junctions. Reads mapping to tRNA and rRNA regions were removed using Bedtools (version 2.23)^71^. The number of reads mapped to exons was quantified on a gene basis by using HTseq (version 0.11.1)^72^. TPM values were calculated using R.

### Processing EU-seq data

Adapters were trimmed using Cutadapt^69^. Bwa meme (version 1.0.4^73^), were used for reads mapping with soft clipping option for supplementary alignments. Low-mapping quality reads (MAPQ < 10) were removed using samtools (version 1.4)^74^. Reads mapped to rRNA and tRNA regions, obtained from UCSC genome browser, were excluded with Bedtools (version 2.23)^71^. The number of reads mapped to defined regions was counted using HTseq (version 0.11.1)^72^. Transcripts with low mapped reads (average reads ≤ 20 between replicates for both control and treatment conditions) were excluded from differential gene expression (DGE) analysis. Log2 fold-changes (FC) were calculated using the DESeq2^75^. Mitochondrial transcript reads were counted in 200 bp bins and regions where geometric mean counts among datasets > 20 were used for calculating scaling factors by normalizing the median of relative abundance.

### Processing of ATAC-seq data

Adapters were trimmed using Cutadapt^69^. Paired-end reads were aligned to the mm10 genome using BWA meme (version 1.0.4)^73^ with soft clipping option for supplementary alignments. Duplicated read pairs were removed using Picard-tools (version 2.9.1, Picard Toolkit, 2019. Broad Institute, GitHub Repository. https://broadinstitute.github.io/picard/; Broad Institute). Low-quality reads (MAPQ < 10) and non-primary alignments were filtered out using Samtools (version 1.4)^74^. Peak regions were called using LanceOtron and its default model (wide-and-deep_jan-2021)^76^. Peak heights were calculated using deepTools2 bamCoverage function^77^ with specified parameters (centerReads, bin size 20 bp, smooth length 400 bp, extend reads 200 bp, rpm normalization). Poorly- enriched peaks of peak summit height <8 rpm were filtered out.

### Processing of ChIP-seq data

Adapters were trimmed using Cutadapt^69^. Read sequences were aligned to the combined mouse mm10 and human T2T-CHM13v2 genome using bwa meme (version 1.0.4,)^73^ with soft clipping option for supplementary alignments. Duplicated reads were annotated and removed using Picard toolkit tools (version 2.9.1, Picard Toolkit, 2019. Broad Institute, GitHub Repository. https://broadinstitute.github.io/picard/; Broad Institute). Low-mapping quality reads (MAPQ < 10) were excluded using samtools (version 1.4)^74^. Peak calling was conducted using LanceOtron with the default model (wide-and-deep_jan-2021)^76^. The peaks proximal within 2 kb are merged using Bedtools^71^. 

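In the authors' list of control peaks no gap between neighbouring peaks was 2 kb or shorter, and the smallest of 22952 gaps measured 2001 bp. Gaps above 2 and up to 4 kb were the most frequent of those counted in steps of 2 kb up to 40 kb, with 2369 or 10.3% of all gaps, followed by 1381 above 4 and up to 6 kb. The median gap was 26.7 kb, with quartiles at 9.35 and 77.2 kb. Peaks closer than the merging distance appear in the list as 1 peak, so the number and width of peaks depend on that distance.

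**Figure D3:**
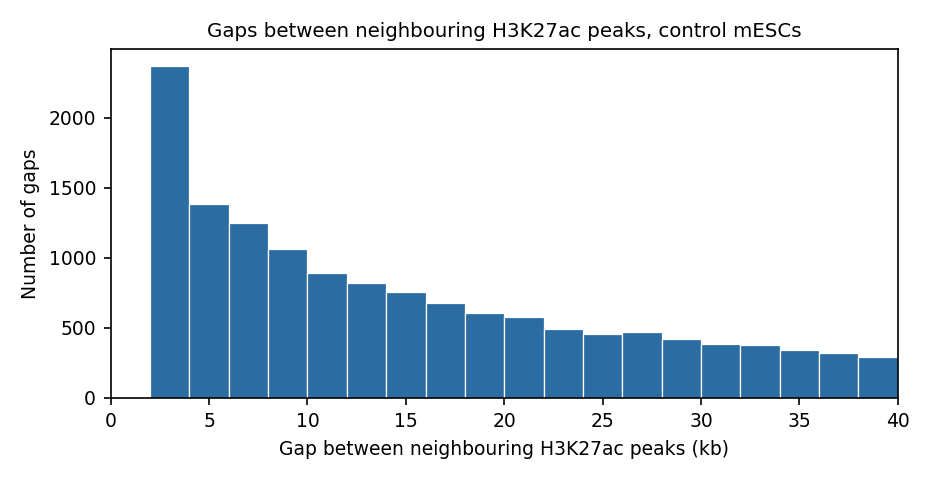
Number of gaps between neighbouring control H3K27ac peaks (vertical axis) by the size of the gap in kb (horizontal axis, steps of 2 kb up to 40 kb). No gap falls between 0 and 2 kb, and the first filled bar holds 2369 gaps.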

Peak heights were calculated using deepTools2 bamCompare function^77^ with the following parameters (centerReads, minMappingQuality 10, bin size 20 bp, smoothing length 400 bp, extension of reads to 200 bp, rpm normalization, and input rpm value is subtracted). The peak summit was defined as the center of the 20 bp bin at maximum height in each peak region. Poorly enriched peaks of maximum peak height at 20 bp bin <8 reads mapped per million (rpm) or read enrichment at +/- 500 bp around peak summit center < 1 rpm after input subtraction were excluded. H3K27ac peaks that were not proximal to ATAC-seq peak summit within 400 bp, or whose peak summits were >1 kb from ATAC-seq peak summit were filtered out. The H3K27ac peak changes were quantified by analyzing the read count mapped to peak summit +/- 500 bp region. 

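The control peaks ranged in width from 51 to 461321 bp, with a median of 2068 bp and quartiles at 1413 and 4310 bp. Of them, 3187 or 13.9% were narrower than 1 kb, the full width of the counting window, so that for these the window reaches beyond the peak. Another 1726 or 7.51% were at least 10 kb wide and held 35.1% of the length of all peaks. In those, a window of 1 kb around the summit covers a small part of the peak. The list gives no summit, so the position of the window inside each peak was not analysed here.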

The FC ratios were calculated by using DESeq2 with incorporating scaling factors determined from the HEK293 cell spike-in reads counts. The aggregate ChIP-seq profiles were plotted using deepTools2 (version 3.5.2)^77^. For plotting the ChIP-seq signals, EnrichedHeatmap (Version 1.33.0)^78^ was used.

### Statistical analysis

#### Peptide and protein identification

The Acetyl (K)Sites table was filtered to eliminate entries from reverse decoy databases and contaminant sources, as well as peptides with fewer than 2 SILAC ratio counts or a localization probability <0.9. Furthermore, the proteinGroups table obtained from the proteome measurements were additionally filtered to retain only proteins not identified by a modification site. Acetylation sites relative quantification was based on the SILAC Ratios extracted from the Acetyl (K)Sites table and normalized by the median SILAC ratio from the corresponding proteome measurement for each individual experiment to correct for mixing errors. For ActD and NVP2 experiments, we required that sites must be quantified in at least three biological replicates out of six, while for TRP experiments, a minimum of two out of two biological replicates were required. Scatter plots were generated by plotting the log10-transformed acetylated peptide intensity against the log2-transformed median of the treatment vs. control ratio. Additional scatter plots were generated by plotting the log2-transformed ratio of treatments vs. control for different perturbations against each other. To collapse acetylation site ratios for different histone isoforms, we combined ratios from different isoforms matching the site, and from each replicate experiment, we calculated their median ratio. Then we plotted median ratios from each replicate experiment, and displayed mean of the median ratios, and the standard error of mean. Sites showing ≥2-fold change (log2(1)), were considered as regulated. *T*-test was applied for sites that were quantified in at least three biological replicates and Benjamini-Hochberg method was applied for multiple correction comparison of the resulting *p*-values.

Two sided Pearson’s correlation was calculated in R (version 4.3.1). R-generated violin, box, and bar plots show the distribution of the data. The boxplots represent the 25th and 75th percentiles as lower and upper hinges, with the median displayed as a bar within the box. The bars in the bar plots show the mean and the error bars show the standard error of the mean. The upper whisker extends from the upper hinge to the largest value within 1.5 times the interquartile range above it. The lower whisker extends from the lower hinge to the smallest value within 1.5 times the interquartile range below it.

#### Sequencing analysis

Unless otherwise mentioned, *p*-values are calculated using two-sided Mann–Whitney *U*-test and corrected for multiple comparisons using Benjamini & Hochberg method (R package stats version 3.6.2).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Peer Review File

### Source data

Source data

## Data Availability

The mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE^79^ partner repository with the dataset identifier PXD044009. The publicly available data were used as followed: Mouse gene annotations from GENCODE. The following datasets from GSE146328 were reanalyzed: EU-seq in ESC control, ChIP-seq in ESC on H3K4me3 and Input control, and ATAC-seq in ESC. The sequencing raw data and genome browser tracks of EU-seq in Triptolide-treated ESC, and H3K27ac ChIP-seq data with or without NVP2- or actinomycin D-treated ESC generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE260969. The imaging data generated in this study are provided in the Supplementary Data. Source data are provided with this paper.

# Supplementary material for: Acetylation of histones and non-histone proteins is not a mere consequence of ongoing transcription
**Source:** Nat Commun. 2024 Jun 11;15:4962. doi: 10.1038/s41467-024-49370-2
**Supplement:** Supplementary file 1 — Supplementary Information

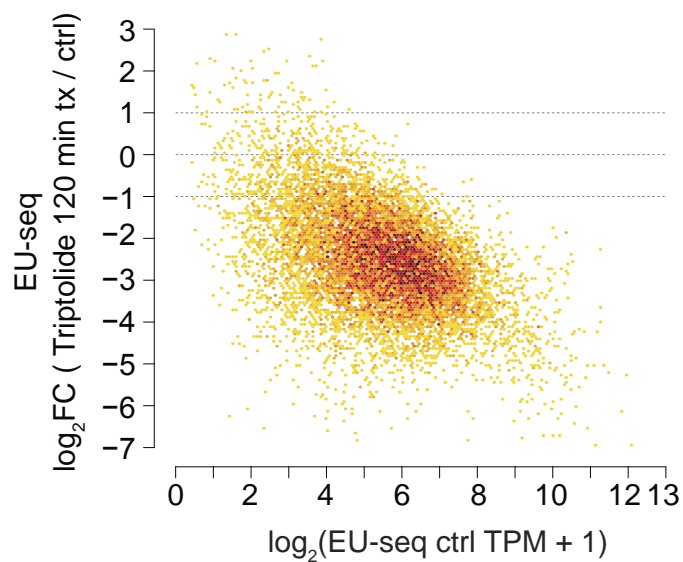

**Supplementary Fig. 1.** Triptolide acutely inhibits transcription. Shown is the fold change and abundance of transcripts quantified by EU-seq from mESC treated with triptolide 5M for 120min with 2 biological replicates. In both treatments, median relative abundance of transcripts was normalized to mitochondrial transcripts reads.

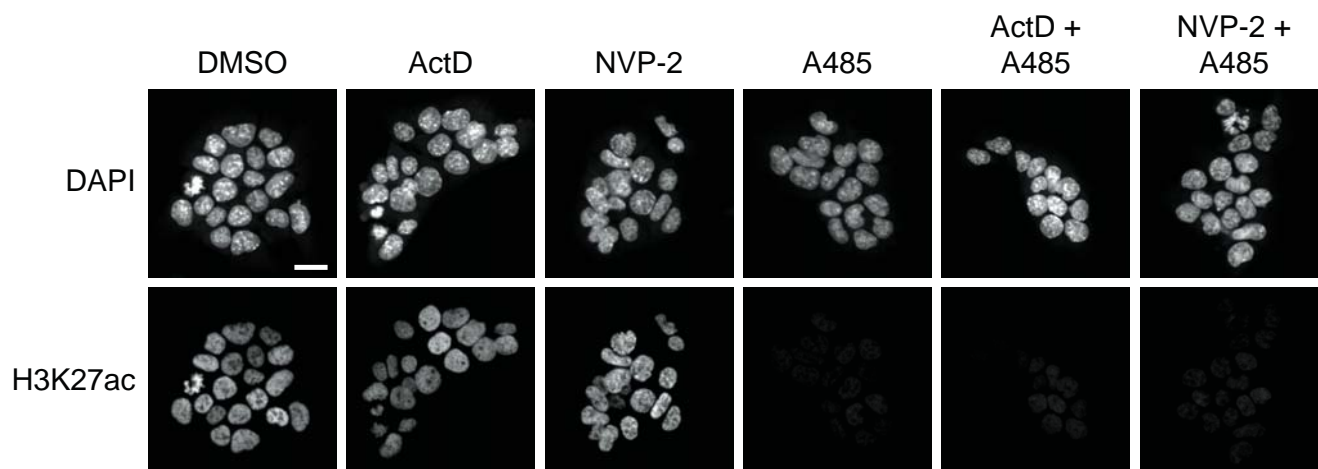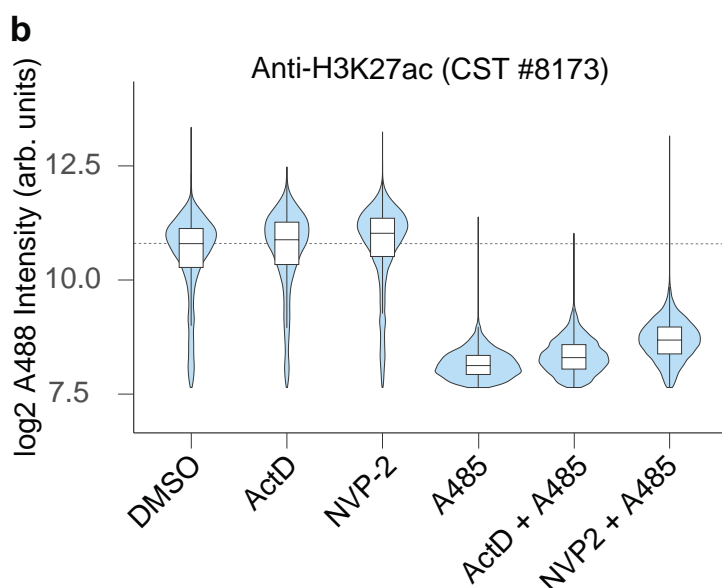

**Supplementary Fig. 2.** H3K27ac is reduced by CBP/p300 inhibition but not by transcription inhibition by Actinomycin D or NVP-2 treatment. a Representative images of mESC treated the indicated transcription inhibitors or A-485 (concentrations: A-485 10 $\mu$ M, ActD 1 $\mu$ g/mL, NVP-2 1 $\mu$ M). Cells were treated with the indicated inhibitors for 2 hours, stained with H3K27ac antibody (Cell Signaling Technology, clone #D5E4), and analyzed by immunofluorescence. White scale bar is 50 $\mu$ m. b Median nuclear staining intensity relative to the DMSO control for the different combinations of treatments and staining as determined from image-based cytometry analysis of at least 2800 automatically selected cells per combination. The dotted line indicates the median intensity of the DMSO treated cells. Violin plots show the distribution of the data, and the box represent the 25th and 75th percentiles as lower and upper hinges, with the bar within box indicates median. The whiskers show 1.5 $\times$  IQR.

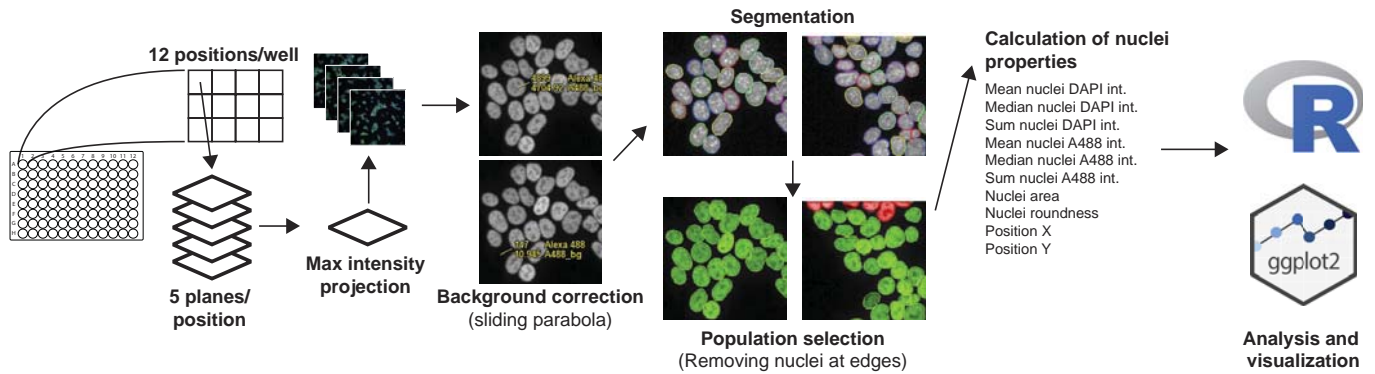

**Supplementary Fig. 3.** Schematic display of the quantitative image-based cytometry acquisition, and analysis. Each well was imaged at 12 positions and 5 planes per position. Maximum intensity projections of each position were calculated and advanced flatfield, brightfield as well as background corrections applied. Nuclei were identified using the DAPI and nuclei at the border of images were removed. The DAPI and A488 images of the selected population was used to calculate nuclei properties.

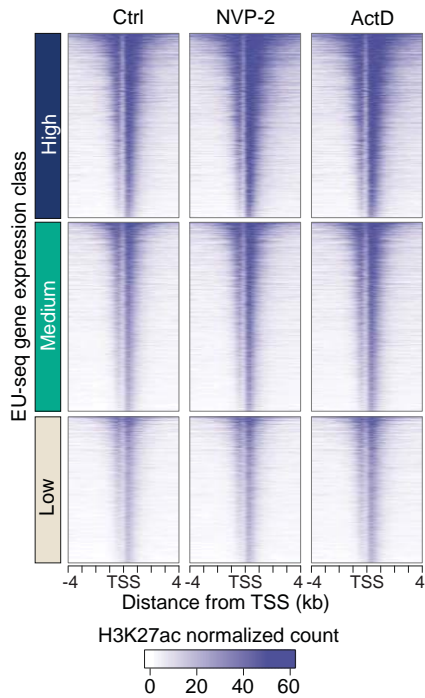

**Supplementary Fig. 4.** H3K27ac level remain unchanged in promoters of high, medium, and low expressed genes after transcription inhibition. Heatmap of spike-in normalized H3K27ac ChIP signal intensities around TSS regions ( $\pm$  4kb). H3K27ac peak signals overlapping with TSS are classified into High, Middle and Low groups based on the EU-seq TPM values (High: upper tertile, Middle: middle tertile, Low: lower tertile of EU-seq TPM values among expressed genes under control condition in mouse ESC). Within each category, the peaks are sorted by the intensity of H3K27ac signal in control condition. All the ChIP-seq experiments were performed with 2 biological replicates.

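The tertiles were made from EU-seq, in which nascent RNA is labelled with 5-ethynyluridine before sequencing, and each row of such a heatmap is the H3K27ac signal around a TSS. The EU-seq values were not analysed here. In the control list, the TSS itself lay inside a peak for 10402 genes, or 37.5% of the protein-coding and lincRNA genes with the longest isoform of each. Peaks and genes do not pair 1 to 1. Of the peaks that overlapped a ±1 kb promoter window, 8047 overlapped that of 1 gene and 1675 overlapped those of more genes, up to 9 in the same peak.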

# Supplementary material for: Acetylation of histones and non-histone proteins is not a mere consequence of ongoing transcription
**Source:** Nat Commun. 2024 Jun 11;15:4962. doi: 10.1038/s41467-024-49370-2
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No special software was used to collect data.

Data analysis All analysis were performed in R. No custom code was used for analyzing the data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD044009 [<https://www.ebi.ac.uk/pride/archive/projects/PXD044009>].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used.

Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.

Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status).

Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)

Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

We did not predetermine a sample size beforehand. The treatment involved prolonged exposure to transcriptional inhibitors, which was anticipated to yield dramatic changes in the observed feature. Given the robust nature of the expected outcomes, even a small sample size was presumed sufficient to detect significant effects.

### Data exclusions

The first replicate of the acetylome was excluded due to the low depth of measurements. All attempts to repeat the experiment were successful.

### Replication

We generally performed at least two independent biological replicates per condition. For ActinomycinD and NVP2 proteomic experiments six replicates were performed.

### Randomization

No randomization was performed since it was not relevant to the study design.

### Blinding

No blinding was performed since it was not relevant to the study since no clinical samples were involved. All experiments were conducted in cell lines and blinding was not necessary as the data were generated by digital read-outs.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Abcam Recombinant Anti-Histone H3 (acetyl K27) antibody [EP16602] - ChIP Grade (ab177178); Cell Signaling Technology Ubiquityl-Histone H2B (Lys120) (D11) XP® Rabbit mAb #5546; Cell Signaling Technology Acetyl-Histone H3 (Lys27) (D5E4) XP® Rabbit mAb #8173                                                                             |
| Validation      | Abcam Recombinant Anti-Histone H3 (acetyl K27) antibody [EP16602] - ChIP Grade (ab177178), Cell Signaling Technology Ubiquityl-Histone H2B (Lys120) (D11) XP® Rabbit mAb #5546 and Cell Signaling Technology Acetyl-Histone H3 (Lys27) (D5E4) XP® Rabbit mAb #8173 were validated by the manufacturer. No further validation was performed. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                     |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | ES-E14TG2a cells from Sigma Aldrich.                                                |
| Authentication                                                       | The cell line obtained from a commercial source, and was not authenticated further. |
| Mycoplasma contamination                                             | Cell lines were not tested for mycoplasma contamination.                            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell line was used in this study.                         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                       |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | The raw data and genome browser tracks of EU-seq in Triptolide-treated ESC, and H3K27ac ChIP-seq data with or without NVP2- or actinomycin D-treated ESC are available in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE260969 [ <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE260969">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE260969</a> ]. |
| Files in database submission                                       | EU-seq<br>EUSeq.ESC_TRP_500nM_TC120_EU.CC1_1.fastq.gz<br>EUSeq.ESC_TRP_500nM_TC120_EU.CC1_2.fastq.gz<br>ChIP-seq<br>ESC_Ctrl_TCO_H3K27ac.ab4729_spike.HEK293_CC39_1.fastq.gz                                                                                                                                                                                                                          |

ESC\_Ctrl\_TC0\_H3K27ac.ab4729\_spike.HEK293\_CC44\_1.fastq.gz  
 ESC\_ActD\_800nM\_TC120\_H3K27ac.ab4729\_spike.HEK293\_CC39\_1.fastq.gz  
 ESC\_ActD\_800nM\_TC120\_H3K27ac.ab4729\_spike.HEK293\_CC44\_1.fastq.gz  
 ESC\_NVP2\_100nM\_TC120\_H3K27ac.ab4729\_spike.HEK293\_CC39\_1.fastq.gz  
 ESC\_NVP2\_100nM\_TC120\_H3K27ac.ab4729\_spike.HEK293\_CC44\_1.fastq.gz

Genome browser session  
 (e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Two biological replicates were performed for all the EU-seq and ChIP-seq experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Sequencing depth        | <p>EU-seq<br/>           EUSeq.ESC_TRP_500nM_TC120_EU.CC1_1.fastq.gz, total: 35134776, mapped (excluding rRNA, tRNA):15597663, 75bp, single-end<br/>           EUSeq.ESC_TRP_500nM_TC120_EU.CC1_2.fastq.gz, total: 31330923, unique: 10659783, 75bp, single-end</p> <p>ChIP-seq<br/>           ESC_Ctrl_TC0_H3K27ac.ab4729_spike.HEK293_CC39_1.fastq.gz, total: 38263280, unique: 28606129, 132bp, single-end<br/>           ESC_Ctrl_TC0_H3K27ac.ab4729_spike.HEK293_CC44_1.fastq.gz, total: 97239944, unique: 73909764, 132bp, single-end<br/>           ESC_ActD_800nM_TC120_H3K27ac.ab4729_spike.HEK293_CC39_1.fastq.gz, total: 33396885, unique: 25194508, 132bp, single-end<br/>           ESC_ActD_800nM_TC120_H3K27ac.ab4729_spike.HEK293_CC44_1.fastq.gz, total: 71560045, unique: 54888075, 132bp, single-end<br/>           ESC_NVP2_100nM_TC120_H3K27ac.ab4729_spike.HEK293_CC39_1.fastq.gz, total: 34580851, unique: 26122700, 132bp, single-end<br/>           ESC_NVP2_100nM_TC120_H3K27ac.ab4729_spike.HEK293_CC44_1.fastq.gz, total: 59992839, unique: 46599425, 132bp, single-end</p>                                                                                                                                                                                                                                                                                                                                                      |
| Antibodies              | <p>The following antibody was used for ChIP-seq.</p> <p>H3K27ac: manufacturer, Abcam; cat# ab4729, clone# Rabbit polyclonal</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Peak calling parameters | <p>Read sequences were aligned to the combined mouse mm10 and human T2T-CHM13v2 genome using <b>bwa</b> meme (version 1.0.4, PMID: 35253835) with soft clipping option for supplementary alignments. Duplicated reads were annotated and removed using Picard toolkit tools (version 2.9.1, "Picard Toolkit." 2019. Broad Institute, GitHub Repository. <a href="https://broadinstitute.github.io/picard/">https://broadinstitute.github.io/picard/</a>; Broad Institute). Low-mapping quality reads (MAPQ &lt; 10) were excluded using samtools (version 1.4)89. Peak calling was conducted using LanceOtron with the default model (wide-and-deep_jan-2021)92. The peaks proximal within 2kb are merged using Bedtools93. Peak heights were calculated using <b>bamCompare</b>94 with the following parameters (centerReads, minMappingQuality 10, bin size 20b, smoothing length 400b, extension of reads to 200b, rpm normalization, and input rpm value is subtracted). The peak summit was defined as the center of the 20b bin at maximum height in each peak region. Poorly enriched peaks of maximum peak height at 20bp bin &lt; 8 reads mapped per million (rpm) or read enrichment at +/- 500bp around peak summit center &lt; 1 rpm after input subtraction were excluded. H3K27ac peaks that were not proximal to ATAC-seq peak summit within 400bp, or whose peak summits were more than 1kb from ATAC-seq peak summit were filtered out.</p> |
| Data quality            | FASTQC was used for quality check of sequencing reads.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Software                | Cutadapt(0.11.5), STAR(2.6.1a), Bedtools(2.23), HTseq(0.11.1), BWA meme(1.0.4), Picard-tools(2.9.1), samtools(1.4), Lanceotron(20210215), R(4.1.1), DESeq(1.32.0), ChIPseeker(1.28.3), GenomicRanges(1.44.0), deepTools2(3.5.2)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

# Supplementary material for: Acetylation of histones and non-histone proteins is not a mere consequence of ongoing transcription
**Source:** Nat Commun. 2024 Jun 11;15:4962. doi: 10.1038/s41467-024-49370-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description:

### **Description of information in each sheet:**

Column Definitions – Definitions of the columns in the different sheets.

Mass\_spectrometry setup: Biological replicate, SILAC label, treatment condition, and experiment type for mass spectrometry-based quantification of lysine acetylated (AcK) peptides and proteins.

ActD\_NVP-2: List of AcK sites quantified after inhibition of transcription by ActinomycinD or NVP-2. P-values and log2 fold changes are from two-sided t-test.

ActD\_NVP-2\_CoreHistones: List of acetylated peptides quantified in core histones (H2A, H2B, H3, H4) after inhibition of transcription by ActinomycinD or NVP-2.

TRP: List of AcK sites quantified after inhibition of transcription by Triptolide.

TRP\_CoreHistones: List of acetylated peptides quantified in core histones (H2A, H2B, H3, H4) after inhibition of transcription by Triptolide.

IF\_intensities\_H3K27ac: Immunofluorescence intensities of cells stained with H3K27ac after treatment with DMSO, ActD, NVP-2, Trp, A485.

IF\_intensities\_H2BK120ub: Immunofluorescence intensities of cells stained with H2BK120ub after treatment with DMSO, ActD, NVP-2, Trp, A485.

H3K27ac ChIP-seq peaks: Genomic position of H3K27ac ChIP-seq peaks and their regulation by ActD or NVP-2 treatment.

EU-seq changes after Trp tx: Nascent transcription changes, quantified by EU-seq, after triptolide treatment.

IF\_intensities\_H3K27ac: Immunofluorescence intensities of cells stained with H3K27ac (antibody: CST#8173) after treatment with DMSO, ActD, NVP-2, A485.

How the deposited data were processed for this re-analysis (not part of the article)

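H3K27ac was measured by ChIP-seq in mESCs treated for 2 h with DMSO (control), NVP-2 or ActD, with 2 replicates of each. Conditions and replicates were taken from the sample labels and the paper. The file analysed here is the authors' deposited list of peaks in control cells, pooled over both replicates. Each line gives a chromosome and the start and end of a peak in mm10, with no height, score, p-value or count, so the values are positions in base pairs.

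According to the methods, the authors trimmed adapters with Cutadapt, aligned the reads with bwa meme to the mouse and human genomes together, removed duplicates with Picard and poorly mapped reads with samtools, called peaks with LanceOtron and merged those within 2 kb with Bedtools. They computed peak heights with deepTools after subtracting the input and removed peaks below height thresholds and peaks away from ATAC-seq summits. The deposited list holds what these steps left. The steps themselves could not be repeated, and whether a promoter without a listed peak failed a threshold or had no signal cannot be read from the list. Each base of a peak was read as the authors give it, with the first base of a chromosome counted as 1 in the coordinates printed.

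The list was compared with the GENCODE annotation of the same build (GRCm38) in release M21, an earlier release than that named in the paper, and with the GRCm38 genome sequence. Peaks lay on 21 chromosomes and none reached past the end of its chromosome. Genes and transcripts of the types protein_coding and lincRNA were used, 27706 genes with 67283 transcripts, and the mitochondrial genome was left out. The TSS of the isoform with the longest genomic span stood for each gene. Genomic span was used since the paper's text does not name how length was measured. The paper takes the longest isoform where several transcripts of a gene share a nearby H3K4me3 peak. Here the longest isoform was taken for every gene, without H3K4me3 data. Promoters were ±1 kb around the TSS, as in the paper, and an overlap of at least 1 bp counted.

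Shares were given 95% Wilson intervals, which cover counting error only. Families were defined by gene symbol and compared with a two-sided Fisher exact test. Median log2 width and median GC content of promoter peaks and other peaks were compared with two-sided permutation tests of 100000 resamples. The overlap of peaks with promoters was compared with 1000 random circular shifts of all peaks along their chromosomes. The genes named in the text are those whose promoters overlap the 5 widest peaks, pluripotency genes, genes of proteins that the paper names and genes expected to be silent; this list, the families, the tests and all alternatives but those said to be added later were fixed before the data were examined. Members of families that are named because 5 or fewer of a family were marked or unmarked, and the genes Fpgs and Tcf19, were chosen after their values were seen.

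The alternatives were promoter windows of ±500 bp and ±2 kb or the TSS alone, all isoforms, peaks at least 1 kb wide, an overlap of at least 500 bp, protein-coding genes only, genes without another TSS within 2 kb, 1 member per family cluster with members within 500 kb of each other counted once, classification by peak midpoint, peaks outside promoters, peaks per gene and distances between midpoints. Isoforms chosen by spliced length, and GC content with classification by midpoint, were added after the data were seen.

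The depth of the list cannot be read from it. The unique reads given are those in the paper's reporting summary. With a single pooled list there is no replicate error, no replicate could be left out and no treated sample was compared. The functions were tested on simulated data. With 3000 peaks placed at known promoters and as many elsewhere, all 27706 promoters and all 6000 peak classes were recovered. A simulated shift of 0.5 in the median log2 value was found as 0.50. Of 100 simulated comparisons without a difference, 7 had p below 0.05, and of 20 sets of peaks placed at random, 1 had p below 0.05 in the test by shifts.

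Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The classes of active and inactive promoters need EU-seq and H3K4me3 data, and those of genes by transcription level need EU-seq data. Neither was used here. The tables of peak changes after treatment were not used here.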

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

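The difference between families used by every cell and tissue-restricted families kept its direction and its side of the threshold under all 8 alternatives, between 91.5 and 96.5 percentage points, with a largest p of 4.21e-72 (two-sided Fisher exact test). The enrichment of promoter peaks over shifted peaks, 7.61-fold, stayed at p = 0.001 (permutation by shifts) under each alternative, at 9.10-fold with windows of ±500 bp, 5.83-fold with ±2 kb and 7.25-fold with peaks at least 1 kb wide. None of these alternatives took account of the authors' filter on open chromatin. The higher GC content of promoter peaks was 7.44 percentage points by midpoint, an alternative chosen after seeing the data.

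The share of marked promoters, 41.7%, moved beyond its interval to 43.0% with windows of ±2 kb, 37.5% with the TSS itself inside a peak, 43.6% with all isoforms, 37.4% with peaks at least 1 kb wide, 40.4% with an overlap of at least 500 bp, 48.8% with protein-coding genes only and 36.4% with genes that have no other TSS within 2 kb. It stayed inside with windows of ±500 bp (41.2%) and, chosen after seeing the data, with isoforms by spliced length (41.7%). The cause of these moves was not tested, apart from the wider or narrower window and the genes or peaks left out by construction.

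The share of promoter peaks moved to 43.3% with windows of ±2 kb, 30.7% by midpoint, 46.9% with all isoforms and 43.5% with peaks at least 1 kb wide. Gene body peaks moved to 32.3% with ±2 kb, 40.4% by midpoint and 28.4% with all isoforms, and intergenic peaks to 28.8% by midpoint and 24.1% with peaks at least 1 kb wide. The order of promoter and gene body peaks changed by midpoint and under none of the 4 other alternatives. The difference in median log2 width of promoter peaks against others, 0.02, was reversed by midpoint to -0.53 (permutation test, p = 1e-05, against p from 0.0876 to 0.813 under the 3 other alternatives). Both ways of classifying depend on the width of the peak, so the reversal does not show that promoter peaks are narrower. The cause was not tested further.

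The density of peaks on the X chromosome relative to the median autosome, 0.282 per Mb, was 0.206 for peaks outside promoters and 0.505 per gene. The median gap of 26666 bp became 30742 bp between midpoints. Of 70 other values for 10 single families, 3 moved beyond the interval, all lower, and of 154 values for 22 single genes, 3 changed, all from unmarked to marked, at Esrrb and Hif1a.

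Peaks in the upper part of the authors' score were not run as an alternative, because the list gives no score. No paired analysis was possible because the only list analysed pools both control replicates and no treated sample enters a test. For the same reason no replicate was left out, and the weight of the deeper control library on the list, with 72.1% of the unique control reads, was not tested.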

Other observations

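The tests of explanations for chromosome 16 and for the X chromosome were chosen only after those patterns had been seen, among 19 autosomes and 21 chromosomes in all. The list covers a single condition, so no explanation that rests on a difference between conditions was tested.

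The order of the list is not stated. Peaks early in the list were wider (Spearman's rho of -0.68 between line and width, across peaks, which are not independent replicates). The first 1000 peaks had a median width of 11973 bp and 61.4% of them overlapped a promoter, whereas peaks from line 10001 on had a median width of 1587 bp and 31.7% overlapped a promoter.

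Chromosome 16 stood apart in this order. Of its own peaks, 10.0% were among the first 1000 of the list, against 1.70 to 6.97% on the other autosomes. It held 103 of these 1000, fewer than the 120 of chromosome 11, which has more peaks in all. Its promoter peaks had a median line of 5278, against 6727 to 10070 on the other 18 autosomes, and it had 1.24 peaks per protein-coding or lincRNA gene, against 0.672 to 1.01. Its gene density argues against that property as the cause, since the median line lay -8.40 SD from the trend with gene density of the other autosomes. A single region is also not enough, because 7 of the 8 bins of 10 Mb with at least 10 promoter peaks had a median earlier than that of the other autosomes together (line 8427). Chromosome 11, the most peak-dense, had 91.7% of its bins earlier too, and the median of the other autosomes was 34.3%. A candidate explanation, as a hypothesis, is that part of the culture carried more copies of chromosome 16. Peaks outside promoters on chromosome 16 had a median line at 0.863 of that of the other autosomes, a smaller shift than the 0.607 of promoter peaks, and chromosome 11 was earlier than it by this measure (11791 against 12268). These values do not settle the question. Peak heights and the read coverage of the input, which would bear on it, were not analysed here, and the reading of the order as one of signal is itself an assumption.

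The X chromosome had fewer and wider peaks. It held 454 peaks, 2.65 per Mb against 6.39 to 14.1 on the autosomes, with a median width of 5748.5 bp against 1769.5 to 2626 bp. The smaller number of genes argues against being the whole cause, because 28.6% of X promoters were marked, below the 35.6 to 50.2% of the autosomes. Compared with autosomal peaks within 500 lines of the same place in the list, X peaks were 3.10 times as wide (median), and 439 of 454 were wider. A lower signal on the X chromosome could remove its narrow peaks and move the others back in the list, but would not add wide ones. Peaks of at least 5 kb numbered 0.236 per X gene (95% Poisson interval 0.207 to 0.267), above the autosomal median of 0.180 and above every autosome, of which the highest had 0.221. The lower end of the X interval lies below that highest autosome, so the excess over it is within counting error. The ranking also depends on the scale. For its length the X chromosome held fewer such peaks than every autosome, 246 over 171.0 Mb. The lowest autosome was chromosome 12, with 184 over 120.1 Mb. A lower signal as the explanation therefore stays open. Another candidate explanation is technical, that peak boundaries were set relative to the mean coverage of each chromosome, which would widen peaks on chromosomes with few of them. Among the 19 autosomes, without the X chromosome, the median width fell with the number of peaks per Mb (Spearman's rho of -0.88, permutation p = 1e-05, the smallest that the test can give, and adjusted p = 2e-05; Pearson's r of -0.84, permutation p = 3e-05, adjusted p = 3e-05). This was 1 relation computed with both coefficients, and r was -0.80 without chromosomes 11 and 3, the farthest from the median density. The X chromosome did not lie on this trend extended to its density. The extended trend gave 2716 bp (95% prediction interval 2389 to 3042 bp) on linear axes, 3525 bp (2947 to 4215 bp) on log axes and 4293 bp (3658 to 4929 bp) against the inverse of the density, each below the width seen on the X chromosome. The density of peaks only stands in for coverage, and its value on the X chromosome is outside the range of the autosomes. The calls before merging were not analysed here. The extended width also changed with the form of the trend, from 2716 to 4293 bp. How much of the width this explanation would account for cannot be read from these trends, and it stays open.

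The Y chromosome had a single peak, which was also the widest of the list. It spans 461321 bp from 1005192 to 1466512 and covers the promoters of Eif2s3y, Gm29650, Uty, Ddx3y and Usp9y. The next widest peak of the list measured 123797 bp.

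Promoters with the TSS of another gene within 2 kb were marked in 74.3% of 3907 cases (95% Wilson interval 72.9 to 75.6%), against 36.4% of 23799 without one (35.8 to 37.0%). The ±1 kb windows of such neighbours overlap, so the same peak can mark both. The intervals take the genes as independent, and the cause of the difference was not tested. The promoter of Cdk9, the kinase that NVP-2 inhibits, and that of its neighbour Fpgs on chromosome 2 were both without a listed peak. Klf4, Esrrb and Hif1a were unmarked at the TSS used, and Esrrb and Hif1a had peaks at the TSS of other isoforms.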
